A study of Mus musculus with 8 samples. Its data were reported in "Mammalian RNase H1 directs RNA primer formation for mtDNA replication initiation and is also necessary for mtDNA replication completion" (2022).

How the data were processed

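Total RNA from the hearts of 24-week-old mice was sequenced as paired-end TruSeq libraries, 4 from wild type mice and 4 from mice in which exon 2 of *Rnaseh1* had been deleted in heart and skeletal muscle with a muscle creatine kinase Cre (*Rnaseh1* knockout). The groups were taken from the sample labels, and the study states that each group held 4 animals. The labels give RNase H1+/+ and RNase H1-/-, and the first group is called wild type here. The study denotes its controls as floxed *Rnaseh1* mice and its knockouts as floxed mice that carry Cre. Effects of Cre itself therefore cannot be told apart from those of losing RNase H1. The authors aligned the read pairs to mm10 with HISAT2 2.10, kept properly paired primary alignments, realigned the mitochondrial pairs without splicing, and counted pairs per gene by strand with featureCounts 1.6.3 on an Ensembl GRCm38 annotation joined to their own mitochondrial annotation. The tool versions are those given in the study's methods and in the submitters' processing notes.

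The deposited values are a signal on a normalised scale, namely gene counts that the authors divided by 1 DESeq2 size factor per library (DESeq2 1.18.1 in R 3.5.1). The deposited log2 fold changes, their standard errors (a score without a fixed range) and the p-values, raw and adjusted, come from the authors' own DESeq2 comparison and were used here only beside the new tests. Because each value was a multiple of what 1 read pair is worth, the read pairs could be recovered, and 100% of the values above 0 came out whole within a tolerance of 0.01 in each of the 8 libraries. Of 54508 genes listed, 22980 had no read in any library. The normalised sheet ended with a block that repeated its 13 mtDNA-encoded rows, and this block was not read a second time. The 13 rows covered the 13 mtDNA protein genes and both ribosomal RNA genes, since *mt-Atp8* with *mt-Atp6* and *mt-Nd4l* with *mt-Nd4* had been merged, which left 11 mRNA rows. Only 1 of the 13 deposited mtDNA positions overlapped the gene of its row, so positions on mtDNA were taken from GENCODE M21 on GRCm38, in which 53548 of the 54495 nuclear identifiers had the same start and end. The mitochondrial tRNA genes had no rows and were not analysed here.

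The counted read pairs ranged from 31810103 to 40715847 per library in wild type and from 27429878 to 30505752 in the knockout. Pairs on nuclear genes ranged from 11896021 to 16213429 in wild type and from 24835342 to 27146119 in the knockout, so that depth on nuclear genes differed with genotype. Wilson intervals at 95% for the share of mtDNA-encoded counts of a library were at most 0.0336 percentage points wide. Intervals and detection floors cover counting error only, since PCR duplicates are not independent molecules. No 2 libraries of a group agreed within sampling noise.

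The design had foreseen that a normalised unit would need a test on a log scale. Differences between genotypes were tested with limma-trend (limma 3.58.1 in R 4.3.3) on log2(normalised count + 1), with genotype as the only term, for 17046 genes with a mean normalised count of at least 10 over the 8 libraries. Tests were two-sided, and p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. Fold changes are given on this log2 scale as knockout minus wild type, followed by the standard error, and the pseudocount of 1 understates the changes of genes with few reads. For a gene without a read in 1 group the bound was computed from a floor of 3 reads over that group, and for 1 to 3 reads the ratio is given with an exact Poisson interval. The share of mtDNA-encoded counts, the mean log2 level of the mtDNA mRNA rows and the slope of the log2 change along the heavy-strand transcript were compared by exact permutation of the 8 libraries over 70 assignments, whose smallest two-sided p is 0.0286. The p-values measure only the spread between the samples. Relations across gene rows used permutation tests with 1e+05 resamples.

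The lists of genes covered mtDNA mRNA, mtDNA rRNA and mtDNA tRNA; the nuclear-encoded subunits of complexes I to IV and of ATP synthase; mtDNA maintenance; mitochondrial RNA expression; the mitochondrial ribosome; mitochondrial aminoacyl-tRNA synthetases; the integrated stress response; mitochondrial chaperones and proteases; fatty acid oxidation; the tricarboxylic acid cycle; glycolysis; coenzyme Q synthesis; metabolic regulators; cardiac stress and fetal genes; adult contractile genes; ion channels; extracellular matrix; interferon; antioxidant genes; p53 and DNA damage; proliferation; nuclear R-loop enzymes; and autophagy. Further lists held markers of cardiomyocytes, atrial cardiomyocytes, fibroblasts, activated fibroblasts, endothelial cells, mural cells, macrophages, granulocytes, T and NK cells, B cells, erythroid cells, adipocytes, skeletal muscle fibres, nerve and Schwann cells and mesothelium, together with immediate early genes, sex-linked transcripts, nuclear structural RNA and reference genes. These 48 lists, the tests, the alternatives planned and the rule for naming genes were fixed before the data were examined. Lists with 3 or more tested members were compared with all other genes by camera with a preset inter-gene correlation of 0.01, again with an estimated correlation, and by fry. The genes named were *Rnaseh1*, all rows of mtDNA, 8 factors of mtDNA upkeep and expression, 4 genes of the integrated stress response, 4 cardiac genes, and the 10 largest rises and 10 largest falls among genes past the threshold with a mean of at least 50 normalised counts in the higher group and without overlap between the groups. Predicted genes, Rik clones and pseudogenes were left out of these 20, and 1 of the 20 is not reported here. For each list up to 4 passing members with the largest change were added, or the most abundant 2 where no member passed. *Vldlr* and *Slc8a1* were named in addition as the only members of their lists with the opposite direction. Annotated nuclear copies of mtDNA genes were searched with blastn 2.17.0 at an identity of at least 90% over at least 100 bases.

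The scripts were tested on simulated counts for the 17046 genes, drawn with the wild type means, the real library sizes and a dispersion estimated per gene within the groups. In this simulation of the comparison of knockout with wild type, limma-trend recovered 10%, 44%, 74% and 92% of the genes changed 1.3, 1.5, 2 and 4-fold and called 0.06% of the unchanged genes. There 16797 of the 17046 genes were unchanged, whereas 10080 genes were called in the data. The adjusted threshold was therefore stricter in the simulation, and these shares do not give the recovery in the data. A first simulation had given all genes 1 low dispersion, recovered more genes and was replaced for that reason. A planted fall of 36 genes was found by camera with an adjusted p of 4.67e-54, and a planted slope of -0.1 was recovered as -0.116. The simulated genes were drawn independently of each other, so this does not test camera on correlated genes. The alternatives were another pseudocount, other minimum counts, other scalings, edgeR 4.0.16 with TMM and DESeq2 1.42.0 on the recovered read pairs, library weights, the replicate number as a block, a fold threshold and the omission of each library in turn. Thinning of the nuclear reads to the lowest nuclear total, and scalings read relative to the shift of the median gene, were added after the data had been seen. On the recovered read pairs edgeR called 5237 genes higher and 4786 lower, and DESeq2 called 5194 and 4852.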

Results

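The transcriptome of the heart was measured by RNA sequencing in 4 wild type mice and 4 *Rnaseh1* knockout mice at 24 weeks of age. RNase H1 degrades the RNA strand of RNA:DNA hybrids, and the study asked how mitochondrial gene expression changes when it is lost from heart muscle. Between 31810103 and 40715847 read pairs were counted per wild type library and between 27429878 and 30505752 per knockout library (n = 4 per group). The first principal component held 76.2% of the variance between libraries and separated the genotypes.

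The counts of *Rnaseh1* itself were not lower in the knockout. They amounted to 140.1 ± 13.6 in wild type and 165 ± 15.2 in the knockout (SD, n = 4), a log2 difference of 0.23 ± 0.12 (SE, adjusted p = 0.114), and single libraries ranged from 129 to 158 and from 145 to 182. The gene lies on chromosome 12 from 28649602 to 28659589 on the plus strand of GRCm38 and has 8 exons in its main transcript. The deleted exon 2, from 28652025 to 28652140, makes up 116 of 2586 annotated exonic bases, or 4.49%, so loss of this exon alone would hardly lower a count over the whole gene. By qPCR the study found *Rnaseh1* transcripts significantly reduced in knockout hearts, a fall that these counts did not show. A count over the whole gene does not check the genotype labels here. When the libraries were scaled to equal totals of nuclear genes, the log2 difference of *Rnaseh1* was 0.46 with an adjusted p of 0.00602, and with equal library totals it was 1.67 with an adjusted p of 2.07e-07.

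Transcripts of mtDNA fell to a small fraction of their wild type level. They made up 61.6% ± 1.06 of all normalised counts in wild type hearts and 11.04% ± 1.20 in knockout hearts (SD, n = 4), a difference of -50.6 percentage points (exact permutation p = 0.0286, the smallest that 4 against 4 libraries can give). The 11 mRNA rows fell by 5.05 on the log2 scale on average, from 18.53 ± 0.06 to 13.48 ± 0.16 (SD, n = 4, exact permutation p = 0.0286). With equal library totals the mRNA rows fell by 3.60, and the mRNA rows alone changed their share of counts by -14.5 percentage points (exact permutation p = 0.0286 for each). With the authors' size factors, *mt-Co1* in the knockout, a core subunit of cytochrome *c* oxidase, remained at 3.14% ± 0.395 of its wild type mean, *mt-Cytb*, the subunit of complex III encoded in mtDNA, at 2.33% ± 0.261, and *mt-Nd6*, the protein gene transcribed from the light strand, at 2.87% ± 0.368 (SD, n = 4). The mtDNA rRNA list, which holds *mt-Rnr1* and *mt-Rnr2*, the RNAs of the mitochondrial ribosome, had 2 of 2 members lower, with 8.48% ± 1.44 and 7.70% ± 0.893 remaining.

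All 11 rows of the mtDNA mRNA list were lower, and 11 were also lower adjusted over the list alone, with adjusted p-values from 8.27e-11 for *mt-Cytb* to 1.75e-09 for *mt-Nd1*. Against all other genes the list had a camera adjusted p of 1.03e-12, and an adjusted p of 0.132 with an estimated correlation. *mt-Rnr2* alone accounted for 41.2% ± 1.22 of all counts in wild type and 8.64% ± 0.895 in the knockout (SD, n = 4).

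The fall was not uniform along mtDNA. The heavy strand is transcribed as 1 long RNA that begins before *mt-Rnr1* and ends after *mt-Cytb*, and the study asked whether distal transcripts decline more than proximal ones. The level remaining in the knockout was 8.48% for *mt-Rnr1* (positions 70 to 1024), 5.14% ± 1.02 for *mt-Nd1* (2751 to 3707), 3.71% ± 0.424 for *mt-Nd2* (3914 to 4951), 2.43% ± 0.282 for *mt-Nd5* (11742 to 13565) and 2.33% for *mt-Cytb* (14145 to 15288; SD, n = 4). Relative to wild type, the slope of the log2 level over the 12 heavy-strand rows was 0 ± 0.0059 in wild type and -0.154 ± 0.0099 per row in the knockout (SD, n = 4, exact permutation p = 0.0286). Across the 12 rows the log2 change fell with the rank of the row, with a Spearman rho of -0.972 and a Pearson r of -0.896 (permutation p = 1e-05 for each, the smallest that the resamples can give; adjusted 3e-05 and 2e-05 over 6 relations). With the 10 mRNA rows alone rho was -0.952 (permutation p = 1e-04, adjusted p = 0.000165), and gene rows are not independent replicates. Within single libraries *mt-Cytb* lost 1.13 more than *mt-Nd1*, with a log2 difference between both genes of 0.25 ± 0.05 in wild type and -0.88 ± 0.12 in the knockout (SD, n = 4, change -1.13, exact permutation p = 0.0286).

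**Figure D1:**
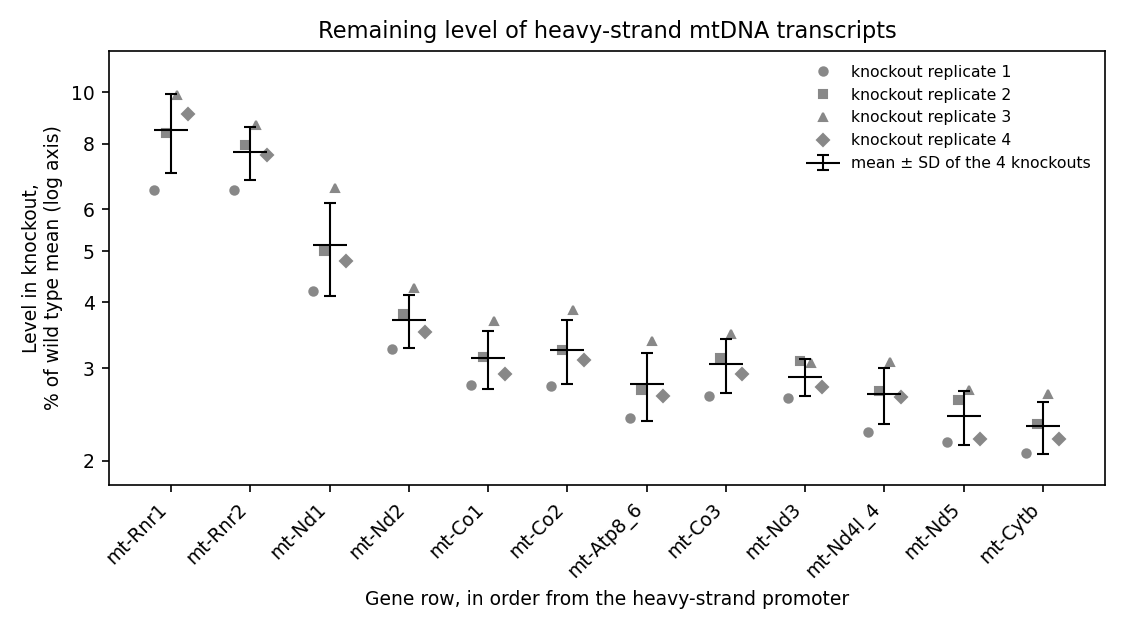
Level of the 12 heavy-strand rows in knockout hearts as a percentage of the wild type mean, on a log axis, in order from the heavy-strand promoter; grey symbols are the 4 knockout libraries and black bars their mean with the SD. The means decline from 8.48% for *mt-Rnr1* to 2.33% for *mt-Cytb*, with the steepest steps among the first 4 rows.

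Of the 17046 genes tested, 5241 were higher and 4839 lower in the knockout with limma-trend, and 1965 and 1838 of these changed at least 2-fold. Among all called genes, the groups did not overlap for 4686 of the higher and 4355 of the lower ones. Calling itself favours genes without overlap, so the 2.86% that chance gives over all genes is no measure for these counts. The authors' deposited comparison had 5523 genes higher and 4977 lower, and 9652 of the 10080 calls made here were made in the same direction there. The higher genes were 51.99% of all calls with the authors' size factors, 69.24% with equal nuclear totals, where 7355 genes were higher and 3268 lower, and 96.35% with equal library totals, where 14952 were higher and 567 lower. These scalings shifted the median gene by 0.23 and 1.43 on the log2 scale, and relative to the shift they gave 5258 higher and 4817 lower, and 5301 and 4611.

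Among the largest rises were secreted factors and amino acid transporters. *Gdf15*, a stress-induced cytokine (chromosome 8, 70629393 to 70632456), rose from 5.72 ± 3.31 to 2307 ± 1439 normalised counts (SD, n = 4, log2 change 8.35 ± 0.51 SE, adjusted p = 2.62e-07). *Fgf21*, a hormone released in mitochondrial disease (chromosome 7, 45613886 to 45615490), had no read in wild type and 161 ± 82.2 normalised counts in the knockout, at least 145-fold higher. *Adm2*, a secreted peptide, was at least 162-fold higher. *Slc7a11*, the cystine transporter, rose by 8.51 ± 0.26 and *Slc7a3*, a transporter of basic amino acids, by 7.35 ± 0.22. *Vmn2r3*, annotated as a vomeronasal receptor gene (chromosome 3, 64257215 to 64289709), rose by 10.58 ± 0.47, from 1.52 to 3103 normalised counts, and *B4galnt2*, a glycosyltransferase gene, by 7.46 ± 0.63. With 1 or 2 reads over the 4 wild type libraries, the ratio was 1890 (95% interval 339 to 74600) for *Ostn*, which encodes the peptide osteocrin, 756 (136 to 29900) for *Fibcd1*, 693 (124 to 27400) for *Akr1b7* and 453 (125 to 3740) for *Cyb5r2*.

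The largest falls included a lipid enzyme and a channel subunit. *Ces1d*, a carboxylesterase that hydrolyses triacylglycerol, fell by 6.10 ± 0.26, from 3123 ± 178 to 48.3 ± 22.5 normalised counts (SD, n = 4, adjusted p = 2.56e-08). *Lingo3* was at -5.77 ± 0.31, *Rp1* at -5.72 ± 0.44, *Lmntd1* at -5.42 ± 0.42, *Smco1* at -5.35 ± 0.30 and the noncoding *Uckl1os* at -5.92 ± 0.30. *Cacng6*, a calcium channel subunit, had 3 reads over the knockout libraries and was 131 times higher in wild type (95% interval 44.8 to 635). *mt-Cytb* and *mt-Nd5* were also among the 10 largest falls.

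Nuclear genes of the respiratory chain fell together, by about 1 unit on the log2 scale. All 36 tested subunits of complex I were lower (median -0.96), including *Ndufs1* at -1.34 ± 0.05 and *Ndufb10* at -1.28 ± 0.06. Likewise 4 of 4 subunits of complex II were lower (median -1.04), led by *Sdha* at -1.22 ± 0.05, 9 of 9 of complex III (median -0.94), led by *Uqcrfs1* at -1.25 ± 0.06, 12 of 12 of complex IV (median -0.84), led by *Cox7a1* at -2.84 ± 0.10, and 15 of 15 of ATP synthase (median -0.91), led by *Atp5k* at -1.43 ± 0.07. The counts were the same when adjusted over the list alone. The camera adjusted p was 1.05e-17 for complex I, 0.000472 for complex II, 1.5e-06 for complex III, 3.65e-08 for complex IV and 1.77e-09 for ATP synthase. With an estimated correlation none of the 5 calls held (adjusted p = 0.132, 0.133, 0.132, 0.133 and 0.132 with an estimated correlation). Since all 10 cardiomyocyte markers were lower too (median -1.58), a lower share of cardiomyocyte RNA was not separated from a fall within these cells, here or for the enzymes of fuel oxidation.

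Oxidation of fuel followed the same direction. All 14 genes of the tricarboxylic acid cycle were lower (median -0.81, 14 adjusted over the list alone, camera adjusted p = 6.38e-09, adjusted p = 0.132 with an estimated correlation), with *Idh2* at -1.69 ± 0.09 and *Idh3b* at -1.27 ± 0.05. Of 24 genes of fatty acid oxidation 21 were lower and 1 higher (the same counts adjusted over the list alone, camera adjusted p = 1.19e-09, adjusted p = 0.27 with an estimated correlation). *Acaa2*, the last thiolase of the pathway, fell by 2.15 ± 0.06 and *Hadh* by 1.79 ± 0.06, while *Acot2*, a thioesterase, rose by 1.56 ± 0.15. In coenzyme Q synthesis 8 of 13 genes were lower and 1 higher (the same adjusted over the list alone, camera adjusted p = 0.00117, adjusted p = 0.133 with an estimated correlation), with *Coq8a* at -2.59 ± 0.08 and *Coq8b* at 1.82 ± 0.08. Glycolysis did not pass as a list (12 of 19 higher and 5 lower, the same adjusted over the list alone, camera adjusted p = 0.0697). Within it *Slc2a1*, the basal glucose transporter, rose by 2.63 ± 0.23 and *Pfkp* by 2.50 ± 0.07, while *Eno3*, the muscle enolase, fell by 2.62 ± 0.16. Of 14 metabolic regulators 9 were lower and 2 higher (the same adjusted over the list alone, camera adjusted p = 0.0228, adjusted p = 0.205 with an estimated correlation), with *Ppara* at -1.57 ± 0.15, *Ppargc1a*, a coactivator of mitochondrial biogenesis, at -1.34 ± 0.17, and *Myc* at 3.35 ± 0.20. The call of this list was lost with DESeq2 statistics (camera adjusted p = 0.0618).

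The RNA of factors that maintain and express mtDNA changed little in comparison with the transcripts of mtDNA. *Tfam*, which packages mtDNA, fell by 0.51 ± 0.10 (adjusted p = 0.00103), *Polrmt*, the mitochondrial RNA polymerase, by 0.42 ± 0.09, *Lrpprc*, which stabilises mitochondrial mRNA, by 0.54 ± 0.05, the helicase *Twnk* by 0.62 ± 0.09 and the exonuclease *Mgme1* by 0.87 ± 0.11 (SE, n = 4 per group). *Tefm*, the elongation factor, fell by 0.33 ± 0.12 (adjusted p = 0.0296), a call that was lost without wild type replicate 1 (-0.23, adjusted p = 0.0784), knockout replicate 2 (-0.28, adjusted p = 0.0793) or knockout replicate 4 (-0.31, adjusted p = 0.0724). The polymerase *Polg* fell by 0.22 ± 0.08 (adjusted p = 0.0382), and this call was lost without wild type replicate 1, 3 or 4 or knockout replicate 2, 3 or 4, with values from -0.24 to -0.16 and adjusted p from 0.056 to 0.106. *Ssbp1* differed by -0.08 ± 0.08 (adjusted p = 0.416). Of the 21 genes of mtDNA maintenance 10 were lower and 4 higher (the same adjusted over the list alone, camera adjusted p = 0.118), with *Mpv17* at -1.38 ± 0.07. Of 28 genes of mitochondrial RNA expression 14 were lower and 4 higher (the same adjusted over the list alone, camera adjusted p = 0.015, adjusted p = 0.27 with an estimated correlation), with *Mterf2* at -1.61 ± 0.11 and *Rexo2* at 1.11 ± 0.07.

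Of 71 proteins of the mitochondrial ribosome 40 were lower and 9 higher, or 41 and 10 adjusted over the list alone (camera adjusted p = 9.45e-05, adjusted p = 0.321 with an estimated correlation), with *Mrpl18* at -1.33 ± 0.08 and *Mrpl42* at -1.30 ± 0.05. Of 17 mitochondrial aminoacyl-tRNA synthetases 9 were lower and 1 higher (the same adjusted over the list alone, camera adjusted p = 0.0141, adjusted p = 0.329 with an estimated correlation), with *Cars2* at -0.74 ± 0.10. With DESeq2 statistics the calls of the RNA expression and the synthetase list were lost (camera adjusted p = 0.0894 and 0.112).

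The integrated stress response, the programme that ATF4 drives, rose strongly. Of its 29 genes 28 were higher and 1, the lipoprotein receptor *Vldlr* (-1.76 ± 0.09), was lower (the same adjusted over the list alone, median 3.38, also with *Fgf21* at its bound). *Atf4* rose by 2.67 ± 0.08, from 1250.1 ± 106 to 7981 ± 598 normalised counts (SD, n = 4), *Asns*, asparagine synthetase, by 6.78 ± 0.13, and *Mthfd2*, an enzyme of mitochondrial one-carbon metabolism, by 6.27 ± 0.19. The camera adjusted p was 3.39e-16, and the call held with an estimated correlation (adjusted p = 0.0433). Mitochondrial chaperones and proteases did not pass as a list (8 of 15 higher and 4 lower, the same adjusted over the list alone, camera adjusted p = 0.0911), although the protease *Lonp1* rose by 2.15 ± 0.06 and *Hspe1* by 0.96 ± 0.09, while *Oma1* fell by 1.06 ± 0.13.

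Other stress genes moved upward as well. Of 18 antioxidant genes 13 were higher and 3 lower (the same adjusted over the list alone, camera adjusted p = 0.00117, adjusted p = 0.327 with an estimated correlation), with haem oxygenase *Hmox1* at 4.82 ± 0.13 and *Srxn1* at 3.21 ± 0.10. Of 15 p53 and DNA damage genes 12 were higher and 3 lower (the same adjusted over the list alone, camera adjusted p = 0.00728, adjusted p = 0.181 with an estimated correlation), with the cell cycle inhibitor *Cdkn1a* at 3.65 ± 0.14 and *Phlda3* at 2.04 ± 0.19. Of 20 proliferation genes 18 were higher (18 adjusted over the list alone, camera adjusted p = 0.000185, adjusted p = 0.443 with an estimated correlation), with *Cdk1* rising from 18.2 ± 8.35 to 108 ± 49.4 normalised counts (SD, n = 4).

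The remaining stress lists did not pass. Of 19 autophagy genes 11 were lower and 6 higher (the same adjusted over the list alone, camera adjusted p = 0.17), with the cargo receptor *Sqstm1* at 2.48 ± 0.09 and the kinase *Pink1* at -1.78 ± 0.07. Of 22 interferon genes 7 were higher and 2 lower, or 6 and 1 adjusted over the list alone (camera adjusted p = 0.297), with *Mx1* at 1.46 ± 0.32 and *Zbp1* at 1.39 ± 0.32. Of 15 nuclear R-loop enzymes 4 were higher and 3 lower (the same adjusted over the list alone, camera adjusted p = 0.75), with *Fancd2* at 1.49 ± 0.39 and *Top1* at -0.32 ± 0.07.

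Genes of the working adult cardiomyocyte fell while stress genes of the heart rose. Of 18 adult contractile genes 17 were lower and 1, *Slc8a1* (0.22), was higher (the same adjusted over the list alone, median -1.11, camera adjusted p = 1.31e-08). *Myh6*, the adult myosin heavy chain, fell by 1.41 ± 0.11, from 662590 ± 24230 to 250890 ± 27530 normalised counts (SD, n = 4), the calcium-binding *Hrc* by 3.64 ± 0.07, and phospholamban, *Pln*, by 2.58 ± 0.07. Of 18 ion channel and gap junction genes 16 were lower, or 17 adjusted over the list alone (median -1.48, camera adjusted p = 2.4e-08), with *Kcnv2* at -4.55 ± 0.24 and *Kcnj3* at -4.15 ± 0.16. Both calls held with an estimated correlation (adjusted p = 0.0433 for each). *Kcnj3* also stood in the list of atrial markers. Of 13 stress and fetal genes 9 were higher and 2 lower, or 10 and 2 adjusted over the list alone (camera adjusted p = 0.00861, adjusted p = 0.329 with an estimated correlation). The natriuretic peptides *Nppb* and *Nppa* rose by 2.91 ± 0.35 and 1.35 ± 0.19 and the fetal myosin *Myh7* by 1.78 ± 0.21, whereas *Myl7*, an atrial light chain, fell by 4.22 ± 0.21.

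Genes of the extracellular matrix were higher throughout the list. All 25 rose (25 adjusted over the list alone, median 2.27, camera adjusted p = 1.58e-11, adjusted p = 0.132 with an estimated correlation), with the protease inhibitor *Timp1* at 5.38 ± 0.20, *Lox*, which cross-links collagen, at 4.12 ± 0.27, and *Spp1*, osteopontin, at 4.14 ± 0.53. Markers of activated fibroblasts were higher for 8 of 10 (8 adjusted over the list alone, camera adjusted p = 0.000924, adjusted p = 0.181 with an estimated correlation), with *Cilp* at 4.14 ± 0.14 and *Postn* at 3.16 ± 0.20, and 3 of the 10 also stood in another list. Fibroblast markers were higher for 6 of 10 and lower for 1, or 7 and 1 adjusted over the list alone (camera adjusted p = 0.00728, adjusted p = 0.133 with an estimated correlation), with *Mfap5* at 2.61 ± 0.08 and *Col1a1* at 2.49 ± 0.12. Beside them stood 9 of 10 macrophage markers (9 adjusted over the list alone, camera adjusted p = 1.33e-05, adjusted p = 0.132 with an estimated correlation), with *Ccr2* at 2.37 ± 0.23 and *C1qb* at 1.97 ± 0.08, from 454 ± 32.1 to 1780.0 ± 115 normalised counts (SD, n = 4). All 5 tested granulocyte markers, of 10 in the list, were higher (5 adjusted over the list alone, camera adjusted p = 0.0141, adjusted p = 0.358 with an estimated correlation), with *S100a8* at 40, 52, 314 and 388 normalised counts in the 4 knockout libraries and 7.54 ± 3.81 in wild type (SD, n = 4). Only 1 of them, *Csf3r*, had a wild type mean of at least 10. The others passed the minimum count through the knockouts alone, so this selection favoured a rise and the list result is no independent support for one. The granulocyte call was lost at a mean count of at least 50 (camera adjusted p = 0.0716) and with DESeq2 statistics (camera adjusted p = 0.0615).

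Markers of other cell types did not rise in common with these. All 10 cardiomyocyte markers were lower (10 adjusted over the list alone, median -1.58, camera adjusted p = 1.81e-06, adjusted p = 0.0698 with an estimated correlation), and 9 of them also stood in another list. Of 10 atrial markers 7 were lower and 1, *Nppa*, was higher (the same adjusted over the list alone, camera adjusted p = 0.00662, adjusted p = 0.358 with an estimated correlation), with the calcium pump regulator *Sln* at -4.09 ± 0.20. Of 10 endothelial markers 3 were lower and 1 higher, or 2 and 1 adjusted over the list alone (median -0.10, camera adjusted p = 0.712), with *Eng* at 0.46 ± 0.08 and *Tek* at -0.33 ± 0.07. Of 10 mural cell markers 5 were lower and 1 higher (the same adjusted over the list alone, camera adjusted p = 0.0658), with *Abcc9* at -1.63 ± 0.12, and the list passed without wild type replicate 4 (camera adjusted p = 0.0388) or knockout replicate 1 (0.0221). Of 7 nerve and Schwann cell markers 4 were lower (4 adjusted over the list alone, camera adjusted p = 0.0265, adjusted p = 0.133 with an estimated correlation), with *Dbh*, an enzyme of noradrenaline synthesis, at -3.60 ± 0.30. That call was lost without knockout replicate 3 (camera adjusted p = 0.0535), at a mean count of at least 50 (0.117) and with DESeq2 statistics (0.106).

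Few markers of the remaining cell types were detected or changed. None of 9 erythroid markers passed (0 adjusted over the list alone, camera adjusted p = 0.957, median 0.03 although the camera direction was down). *Hbb-bs*, a beta globin, was at 5904 ± 633 normalised counts in wild type and 7176 ± 4552 in the knockout, and *Hba-a1* at 3188 ± 170.3 and 3614 ± 1964 (SD, n = 4). Of 7 adipocyte markers 1, *Lpl* (-1.56 ± 0.16), was lower (1 adjusted over the list alone, camera adjusted p = 0.712). In wild type *Lpl* stood at 71621 normalised counts and *Adipoq* of the same list at 21.3, so the fall of *Lpl* need not concern adipocytes. Of 7 mesothelial markers 1, *Aldh1a2* (2.13 ± 0.44), was higher (1 adjusted over the list alone, median -0.13, mean 0.27, camera adjusted p = 0.884). Of 6 B cell markers 1, *Cd22* (1.16 ± 0.41), was higher and 0 adjusted over the list alone (median -0.11, mean 0.07, camera adjusted p = 0.957). Only 2 T and NK cell markers could be tested, of which *Cd4* was at 0.74 ± 0.27 (adjusted p = 0.0324), and 2 skeletal muscle markers, with *Tnnt3* at 2.43 ± 0.32 and *Tnni2* at -1.34 ± 0.33, with the same counts adjusted over the list alone. The call of *Cd4* was lost without wild type replicate 1, 2 or 4 or knockout replicate 1 or 2 (adjusted p from 0.0681 to 0.0911), and that of *Cd22* without wild type replicate 2 or 4 or knockout replicate 1, 2 or 4 (adjusted p from 0.0581 to 0.0852).

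**Figure D2:**
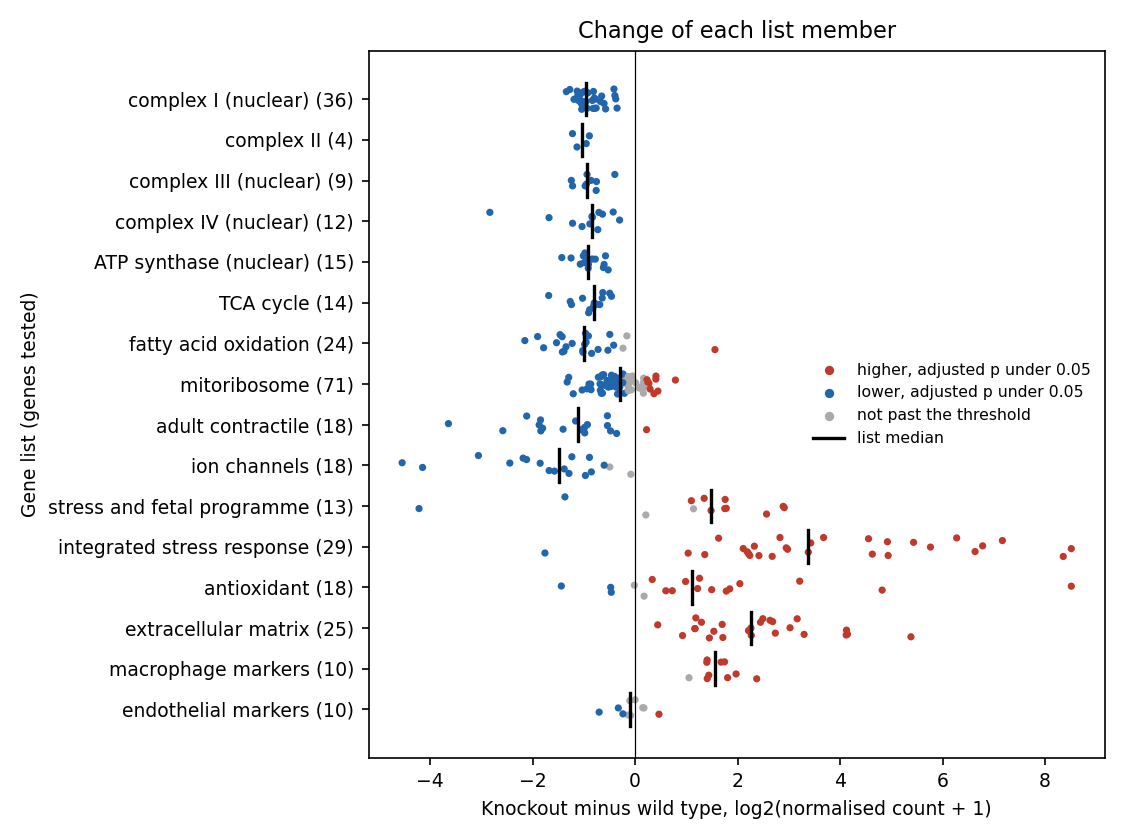
Change of each tested gene in 16 of the lists, as knockout minus wild type on the log2(normalised count + 1) scale, with the number of genes tested in brackets; red and blue points passed an adjusted p of 0.05 with limma-trend, grey points did not, and black lines are list medians. The respiratory chain lists centre between -1.04 and -0.84, and the integrated stress response centres at 3.38.

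Immediate early genes, a sign of handling, and nuclear structural RNAs, a sign of rRNA depletion, showed no common direction. Most reference genes were higher, and the sex-linked transcripts past the threshold were lower. Of 10 immediate early genes 3 were higher and 2 lower (the same adjusted over the list alone, camera adjusted p = 0.676), with *Egr2* at 2.27 ± 0.39 and *Jun* at -0.77 ± 0.14. Of 5 nuclear structural RNAs 2 were higher and 2 lower (the same adjusted over the list alone, camera adjusted p = 0.676), with *Rpph1* at 0.75 ± 0.08 and *Rn7sk* at -0.37 ± 0.08. Of 4 sex-linked transcripts 2 were lower (2 adjusted over the list alone, camera adjusted p = 0.321), with *Uty* at -0.47 ± 0.06. Of 10 reference genes 8 were higher and 1 lower (the same adjusted over the list alone, median 0.72, camera adjusted p = 0.00662, adjusted p = 0.132 with an estimated correlation), with *Ppia* at 1.33 ± 0.06 and *Sdha* at -1.22 ± 0.05.

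**Figure D3:**
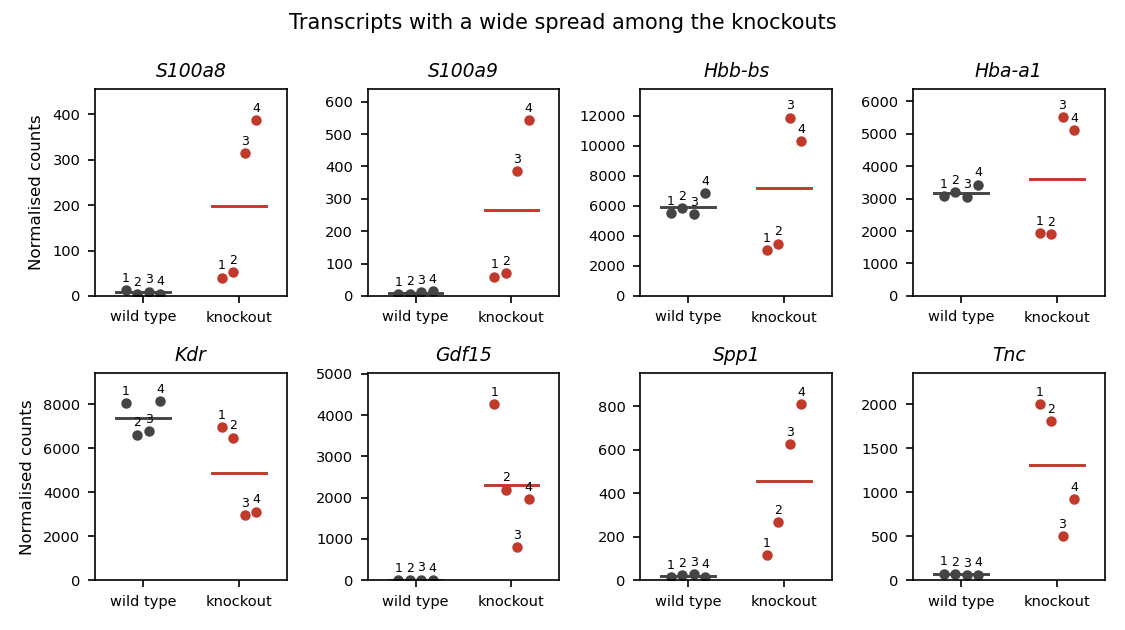
Normalised counts per library, with the replicate number above each point and group means as lines, of 8 transcripts chosen after their values had been seen. *S100a8* was 40, 52, 314 and 388 in the knockout libraries, and *Kdr* was 6965, 6480, 2962 and 3116.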

Values the study reported

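The study reported that mtDNA in *Rnaseh1* knockout hearts, measured by qPCR, stood at about 22–31% of the wild type level at 8 weeks of age and at about 4% at 24 weeks. The longest-lived knockout mice reached about 24 weeks.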

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

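The tests of the slope over the mRNA rows, of the slope with gene length as a further term and of swapped labels were chosen only after the results were seen; the others were set down before.

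Distal transcripts of mtDNA fell further than proximal ones, a pattern the study looked for and did not see. The study judged it on coverage profiles scaled to all mitochondrial reads and on small RNA, not on gene counts as here. It also argued against a defect of transcription elongation, since northern blots showed a noncoding mtDNA transcript only at full length. Elongation was not measured here. A difference between rRNA and mRNA genes alone is argued against by the slope over the mRNA rows, which differed by -0.0965 per row (exact permutation p = 0.0286). Longer genes did not fall further (rho with length -0.217, permutation p = 0.5), and the slope with length as a further term was -0.155 (exact permutation p = 0.0286), a test added because the one set down beforehand gave mixed values: within the 6 shortest rows rho was -0.829 (exact permutation p = 0.0583) and r was -0.946 (exact permutation p = 0.00833). Reads from nuclear copies of mtDNA were left open after the value had been seen: the only annotated copy of a proximal row, of *mt-Nd2*, held 0% of their excess, and *mt-Rnr1*, *mt-Rnr2* and *mt-Nd1* had none to search, although a copy holding the excess of *mt-Rnr2* would need 0.822 to 1.38 times the counts of *Ttn*, the most abundant nuclear gene. A graded loss along the heavy strand may therefore remain as a hypothesis, next to residual RNA from cells without Cre, which was not tested. It does not cover the light-strand row *mt-Nd6* (13552 to 14070), which was left out of the slope. That row remained at 2.87%, near *mt-Nd3* at 2.89% and below *mt-Nd1* at 5.14%.

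The counts of *Rnaseh1* were not lower in the knockout. Swapped labels of single libraries are argued against, since 0 libraries had a share of mtDNA-encoded counts within the range of the other genotype. An exchange of both whole groups is not addressed by this test. The study's qPCR, however, found mtDNA and its transcripts strongly reduced in knockout hearts of the age sequenced here. The libraries labelled knockout had the lower mtDNA-encoded share, 11.04% against 61.62% in wild type, which argues against such an exchange. Also argued against are reads of an overlapping gene, since 0 genes share exons of *Rnaseh1* on the same strand. A candidate explanation is that the counted exons lie outside the deletion, as exon 2 holds 4.49% of the exonic bases. It does not account for the study's qPCR, which found *Rnaseh1* transcripts significantly reduced in knockout hearts. The paper proposes decay of these transcripts, which would lower the counts of all exons. Why both measurements differ was not tested. Counts per exon, which would show the deletion itself, were not analysed here.

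Markers of macrophages and activated fibroblasts rose while those of cardiomyocytes fell. A lower share of cardiomyocyte RNA alone would raise the markers of all other types alike, but the macrophage list had a median of 1.56 and the endothelial list one of -0.10. The 11 marker lists, with 89 genes and medians from -0.76 to 4.02, differed when genes were permuted (permutation p = 1e-05, the smallest that the resamples can give). That permutation treats the genes as independent and does not measure the spread between mice. It also takes each marker as particular to its cell type, which was not checked. *Lpl*, in the adipocyte list, stood at 71621 normalised counts in wild type, and *Adipoq* of the same list at 21.3. The highest median is that of the granulocyte list, in which only 1 of 5 tested genes reached the minimum count in wild type. The deeper nuclear reads of the knockout are argued against by thinning, after which 32 of the 34 higher markers remained, or 94.1%. More cells of these types, or more RNA in each, may underlie the rise, and the data do not separate them. The endothelial markers, with a median of -0.10, did not share it.

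The real split gave 5241 higher genes and 4839 lower ones. It was the 1 split of 35 with as many of either, and the highest of the others was 0. Every other split places both genotypes on each side, so a difference between genotypes widens the spread within its sides. Calls of 0 genes in those splits therefore do not exclude chance. For the 29 lists past the camera threshold chance was not excluded either, since 5 of the 35 splits gave at least as many and the highest of the others gave 30. The 4 other splits exchange 1 library of each genotype and call 0 genes.

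Of 404 groups of 4 libraries examined, 25 held 1 library far from its 3 neighbours, judged by the gap to the nearest library over the range of the group. That is 6.19%, and chance alone gives about 5%. In wild type the ratio was 0.884 for *Tefm* (replicate 1), 0.869 for *Rp1*, 0.934 for *Pgam1*, 0.886 for *Myl2*, 0.864 for *Sln*, 0.894 for *Mfap5* and 0.863 for *Dbh* (all replicate 2), 0.903 for *Col1a1* (replicate 1), and 0.84 for *Lmntd1*, 0.942 for *Timp1*, 0.841 for *Ltbp2* and 0.938 for *Lpl* (all replicate 4). It was 1 for *Ostn*, *Cyb5r2*, *Fibcd1*, *Akr1b7* and *B4galnt2*, which were read in 1 wild type library only. In the knockout it was 0.865 for *Atf4* and 0.859 for *Cd68* (replicate 1), 0.844 for *Sdhc* (replicate 2), 0.857 for *Slc25a4*, 0.855 for *Tfb1m*, 0.857 for *Ctgf* and 0.877 for *Myh11* (replicate 3), and 0.83 for *Ndufb10* (replicate 4).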

How the results depend on the processing

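Thinning and the values relative to the median gene were chosen only after the data had been seen. The share, the mRNA level and the slope of mtDNA kept their direction under each alternative run, with ranges from -54.7 to -14.5 points (mRNA rows only), -5.11 to -3.60 (equal library totals) and -0.158 to -0.0965 (mRNA rows only). Leaving out 1 library gave 4792 to 5474 higher and 4414 to 5030 lower genes, 28 to 30 lists, -51.1 to -50.1 points, -5.11 to -4.98, -0.158 to -0.151 and 0.18 to 0.29 for *Rnaseh1*. With equal library totals 14952 genes were higher and 567 lower, 17 lists passed, and *Rnaseh1* differed by 1.67; with equal nuclear totals it differed by 0.46. Both follow from the shift of the median gene given above. A fold of at least 2 left 1965 and 1838 genes.

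The replicate numbers did not pair the libraries: deviations of libraries with the same number correlated at 0.04, -0.07, 0.008 and -0.04, and no library correlated best with its own number. With the replicate number as a block 5076 genes were higher and 4645 lower, and the share (-50.6 points), mRNA level (-5.05) and slope (-0.154) of mtDNA had an exact sign-flip p of 0.125, the smallest that 4 pairs allow.

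Values near 0 that passed no test changed sign, and the cause was not tested. The median of the erythroid list (main 0.03 with camera direction down) was 0.034 without a filter, -0.022 with upper-quartile scaling, 0.278 with edgeR, 0.271 with DESeq2 and 0.037 with thinned reads, its sign or that of camera differing. *Hbb-bs* was at -0.022 with upper-quartile scaling and -0.397 with library weights, and *Hba-a1* at -0.051, -0.372 and, thinned, -0.010. Without single libraries *Hbb-bs* ranged from -0.295 to 0.356, *Hba-a1* from -0.261 to 0.25, and the medians of the B cell, erythroid and mesothelial lists from -0.391 to 0.416, -0.285 to 0.356 and -0.308 to 0.801. For the tally of named genes and lists, equal library totals and equal nuclear totals were read relative to the shift of the median gene. On that basis, of 198 named genes 7 lost their call in 17 fits and 8 in 38 fits without 1 library. Of 44 lists 5 lost it in 7 fits and 1 in 1 fit without 1 library. Glycolysis and the mitochondrial chaperones passed with DESeq2 (camera adjusted p = 0.0131 and 0.0153) and, with mtDNA maintenance and the mural markers, without a filter (0.0364, 0.0455, 0.0283 and 0.0116). Small changes were mostly missed in the simulation, where 10% of 1.3-fold changes were called. Far fewer genes were changed there than were called in the data, so this share does not carry over to the data.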

Other observations

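*Vmn2r3*, *Uts2b* and *Bmp10* were singled out after their values had been seen. The family of *Vmn2r3* has 122 listed genes, of which 21 had a read and 3 could be tested, and the next highest, *Vmn2r1*, reached 19.9 normalised counts in the knockout, against 3103 for *Vmn2r3* itself. *Uts2b*, which follows *Ostn* on chromosome 16 (27353322 to 27370239), rose by 3.61 ± 0.53, from 2.29 ± 2.18 to 33.1 ± 10.7 normalised counts (SD, n = 4, adjusted p = 0.000185). *Bmp10*, an atrial growth factor, was at 3464 ± 2318 normalised counts in wild type and 5373 ± 1466 in the knockout (SD, n = 4, limma adjusted p = 0.127).

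The knockout libraries differed from each other in several transcripts. In replicates 1 to 4 *S100a8* was at 40, 52, 314 and 388 normalised counts, *Hbb-bs* at 3063, 3486, 11850 and 10306, and *Kdr*, a receptor of endothelial cells, at 6965, 6480, 2962 and 3116. *Kdr* was lower in the knockout with limma-trend (-0.70 ± 0.26, adjusted p = 0.0405) but not with edgeR (-0.60, adjusted p = 0.0761) or DESeq2 (-0.61, adjusted p = 0.0957), nor without any 1 of wild type replicates 1 to 4 or knockout replicates 3 and 4 (adjusted p from 0.061 to 0.115).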
